A study of Mus musculus with 10 samples. Its data were reported in "YAP-driven malignant reprogramming of oral epithelial stem cells at single cell resolution" (2025).

How the data were processed

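RNA-seq was performed on 10 libraries of mouse tongue epithelial primary cultures. Per the labels, epithelial cells were taken 15 days after transgene induction, sorted for green fluorescence, cultured, and used for poly(A) RNA libraries that were sequenced as read pairs. Cells of the EY genotype carried tetracycline-inducible HPV E6-E7 and a tetracycline-inducible, constitutively active YAP1 mutant. Cells of the N genotype carried the same Krt14-CreERT driver, reverse transactivator and inducible H2B-GFP reporter without either oncogene. The 6 EY libraries came from 3 culture lines, EY3960, EY4028 and EY4174, with 2 libraries each. The 4 N libraries all came from the single line N4172. Genotype and line were therefore confounded, and libraries of one line were not independent animals. EY replicates 1 and 4 were of line EY3960, replicates 2 and 5 of line EY4028, and replicates 3 and 6 of line EY4174.

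The deposited table gave TPM, a transcript abundance scaled within each library, which the authors had computed, for 18586 rows named by gene symbol. TPM divide each gene's reads by transcript length and scale every library to a common sum, so that the sequencing depth of the libraries is unknown. No confidence interval or detection floor that needs read counts could be given. The methods of the paper's bulk RNA-seq describe alignment with gene counting for differential expression. For gene set enrichment, the paper states that bulk reads were quantified with Kallisto against a human transcriptome. The values were scaled to TPM, and the highest transcript stood for its gene. The table does not state whether its TPM came from that step, or which transcript reference was used. Each column summed to nearly the full TPM total. In each row the value was above 0 in at least 6 of the 10 libraries, and no row was at 0 in all 6 EY libraries. Spreadsheet dates had replaced 20 symbols, and 2 symbols occurred on 2 rows each. Of the rows, 18430 (99.2%) matched a symbol of the GENCODE M21 annotation, which was used for chromosome, gene type, transcript length and GC content. Because the table names no genome build, no coordinates are given.

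The tests fixed before the data were examined assumed read counts, whereas the table held TPM. Count models were therefore not used. Each was replaced by limma (version 3.58.1, R 4.3.3) with moderated variances (trend and robust options) on log2(TPM + 1), for genes with at least 1 TPM in at least 4 libraries. This test, the pseudocount and the filter were chosen after the unit of the table was known and before any test was run. Groups, comparisons, thresholds, gene lists and the rule for naming genes had been fixed before the data were examined. A gene was called at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change over 1, the thresholds of the study. Fold changes on log2(TPM + 1) understate differences of genes with few TPM. Every adjusted p of a gene is from limma unless another test is named.

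EY was compared with N over all libraries. How often each line lay at an end of the 4 line means was counted after these results were seen. The 3 EY lines were compared with one another by limma's F test, with a difference of over 1 on the log2 scale required for at least 1 pair of lines. Each EY line was compared with N in a model with 4 line means. Since these comparisons share the N libraries, 20 data sets without a genotype effect were simulated to give the overlap that arises without one. In tests on simulated data with 200 changed genes among 11630, the EY against N fit called 198 in the right direction and 0 unchanged genes. The line fit called 197 with 5 unchanged genes, and the fit of each line called 196 in all 3 lines with 0 unchanged genes. Apart from the changed genes, these libraries varied by the spread within lines alone. The tests thus do not cover calls that arise from differences between lines. With such differences and no genotype effect, the EY against N fit called a mean of 55.9 genes.

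Gene lists written from general knowledge were tested with limma's camera, with a preset correlation of 0.01 between genes and a threshold of 0.05 on the adjusted p. The 14 lists were YAP targets, granulocyte cytokines and chemokines, tumor initiating cell markers, ligands and receptors of EGFR and HER3, hypoxia, mTORC1 signalling, partial EMT, squamous differentiation, basal progenitor identity, G1/S and E2F targets, G2/M, p53 targets, interferon response, and collagenases and gelatinases. They were repeated with fry and with an estimated correlation. Marker lists of fibroblasts, immune cells, granulocytes, endothelial cells, skeletal muscle, melanocytes, Y-linked genes and X inactivation served only to look for RNA of other cells and for mixed lines.

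Named genes were those the study discusses that are in the table, the 5 highest and 5 lowest fold changes among called genes whose EY libraries all lay beyond all N libraries, the 3 members with the smallest adjusted p of each called list, and the 5 genes with the smallest adjusted p between the EY lines. A mean of at least 5 TPM and a symbol that is not of a predicted gene or pseudogene were required for the highest, lowest and between-line genes. Genes named outside this rule are said to be so where they appear.

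Alternatives tried were other scalings of the TPM, another pseudocount, other filters, protein-coding genes alone, removal of trends over GC content and transcript length by splines with 5 degrees of freedom, the line as a random block, line means, a test against the fold change threshold itself, a looser adjusted p, and leaving out single libraries and lines. No library and no row was left out of the main comparisons other than by the filter. Transgene transcripts were not analysed here. Plots were drawn with matplotlib 3.10.9, from tables prepared with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.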

Results

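Gene expression was measured by bulk RNA-seq in 6 EY and 4 N libraries of tongue epithelial cells that had been cultured after sorting for the H2B-GFP reporter. The comparison of EY with N asks which transcripts differ in cells with active YAP1 and E6-E7. The differences among EY lines and between each line and N ask how far such a difference holds across cultures. All values are TPM as deposited, and the read depth behind them is unknown. The number of genes with at least 1 TPM ranged from 10852 to 11522 per library. Mitochondrial transcripts made up between 14.1% and 20.5% of each library. No sequencing batch is given for the libraries, so that batch could not be examined within groups.

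The row of mouse Yap1 was examined first, since EY cells carry an added YAP1 transgene. Yap1 was measured at 37.1 and 41.8 TPM in line EY3960, 34.7 and 39.03 TPM in line EY4028, and 57.1 and 54.9 TPM in line EY4174. The N libraries, in the order of their replicates, had 20.9, 17.3, 19.3 and 17.2 TPM. The mean was 44.1 ± 9.54 TPM in EY (SD, n = 6) and 18.7 ± 1.79 TPM in N (SD, n = 4). Yap1 was higher in each of 6 EY libraries than in every N library, with a log2 fold change of 1.17 ± 0.14 (SE) and a limma adjusted p of 1.73e-04. Whether the table's Yap1 row includes reads of the transgene could not be told from the table. Without line EY4174 the fold change was 0.99, below the threshold of 1.

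Libraries of the same EY line were the most alike, with a median Pearson correlation across genes of 0.988 over 3 pairs. The 6 pairs of N libraries had a median of 0.981, pairs from different EY lines 0.967, and pairs of an EY and an N library 0.948. Genes are not independent replicates, and these correlations describe the libraries only. The first principal component held 43.2% of the variance and separated EY from N. The second held 20.2% and separated the 3 EY lines from one another.

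**Figure D1:**
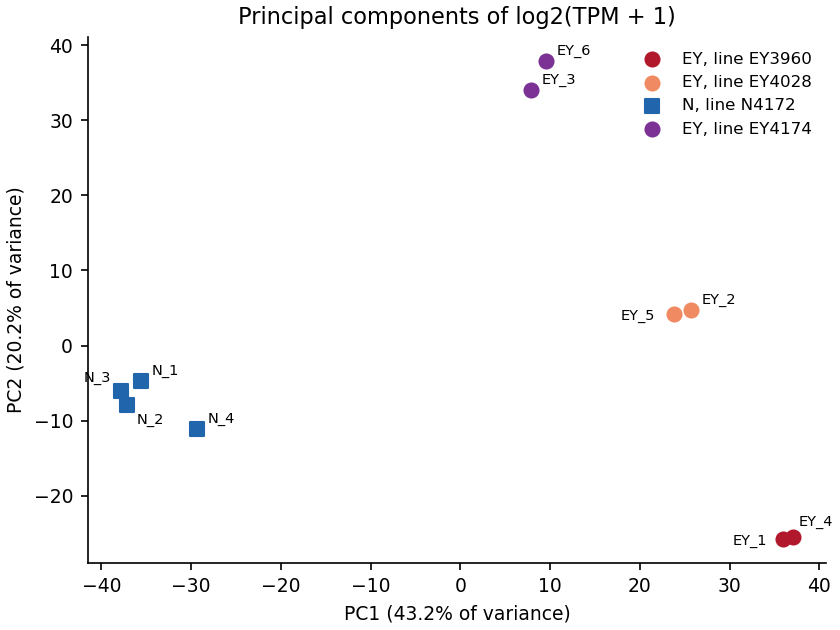
Principal components of log2(TPM + 1) over 11630 genes, with 1 point per library. EY circles are colored by culture line and N libraries are squares; PC1 (43.2% of variance) parts EY from N and PC2 (20.2%) parts the 3 EY lines, whose pairs of libraries lie close together.

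Of 11630 genes tested, 413 were called between EY and N, 215 higher and 198 lower in EY. A limma adjusted p under 0.01 was reached by 1377 genes, of which 795 were higher and 582 lower. The median log2 fold change of all tested genes was 0.03. All EY libraries lay beyond all N libraries for 407 of the called genes (98.5%). This held for 2370 (20.4%) of the tested genes. Libraries of one line lie together, so that the line means are the fairer comparison. By these, N lay at an end of the 4 lines for 58.05% of the genes, where exchangeable lines would give 50%, and the EY lines for 42.6% to 50.5%. N lay over 1 on the log2 scale beyond all other line means for 274 genes, line EY3960 for 166, EY4174 for 97 and EY4028 for 63. Every row of the table was above 0 in at least 6 libraries, so that genes detected in N alone could not be among the lower ones. Taking the mean of each line, with 3 EY lines against 1 N line, moved the count most, to 2 called genes. The line as a random block gave 203. In 20 simulated data sets in which 4 lines differed as the EY lines do and genotype had no effect, a mean of 55.9 genes was called, with 73 at most.

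The 5 highest fold changes under the naming rule were of Hist1h2bm, Hist1h2bf, Rhox5, Hist1h2bb and Stag3. Hist1h2bm had a mean of 327 ± 226 TPM in EY (SD, n = 6) and 1.03 ± 0.548 in N (SD, n = 4), a log2 fold change of 6.83 ± 0.81 (SE, limma adjusted p 6.04e-04). Hist1h2bf and Hist1h2bb had fold changes of 6.04 and 5.85. H2b genes are near-identical in sequence, so that the level of each single gene is uncertain. Rhox5 rose from 2.74 ± 0.451 to 272 ± 132 TPM (log2 fold change 6.01, adjusted p 1.91e-05). Stag3 rose from 0.218 ± 0.217 to 52.7 ± 5.76 TPM (log2 fold change 5.47, adjusted p 1.07e-10). The 5 lowest were Igfbp2, Gstm1, Dapl1, Ociad2 and Tcim. Igfbp2 had 18.6 ± 10.7 TPM in EY and 307 ± 44.97 in N, a log2 fold change of -4.26 ± 0.55 (adjusted p 8.36e-04). The other 4 had fold changes from -3.97 (Gstm1) to -3.48 (Tcim). Tcim had an adjusted p of 0.00734 and was not called in 6 of the fits that left out 1 library.

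A pair of pseudogenes, named here after their values were seen and outside the naming rule, lay above these. Rpl15-ps3 had 683 ± 94.9 TPM in EY (SD, n = 6) and was listed at 0 in all 4 N libraries. Gm7993 had 166 ± 79.7 TPM in EY and 0.0196 ± 0.0227 in N. Reads of such copies can be exchanged with those of their parent genes, and both values are uncertain for that reason. Processed pseudogenes made up 6 of the 409 called genes with a known type (1.47%) and 2.10% of the tested genes. Of these 6, 5 were higher and 1 was lower in EY. Among the 22 called genes over a log2 fold change of 3, 3 were processed pseudogenes. Restricted to protein-coding genes, the test called 367 genes, of which 359 were among the 413.

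**Figure D2:**
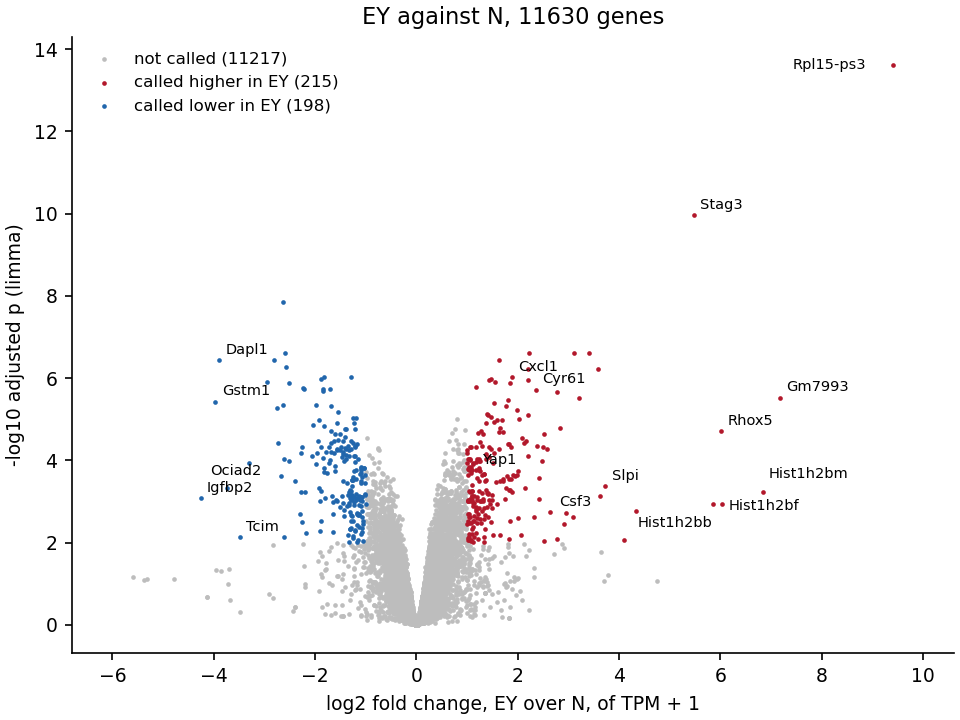
Log2 fold change of EY over N on TPM + 1 (horizontal) against -log10 of the limma adjusted p (vertical), with 1 point per gene for 11630 genes. Red points are the 215 genes called higher in EY and blue points the 198 called lower; Rpl15-ps3 and Gm7993 lie farthest to the right, followed by Hist1h2bm at 6.83, and Igfbp2 is the lowest called gene at -4.26.

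The study discusses 36 genes in connection with these cells, of which 31 were in the table and 28 were tested. Over all genes tested, 7 were called, and 8 were called when adjusted over the list alone. An adjusted p under 0.01 was reached by 12 over all genes and by 13 when adjusted over the list alone. As the study chose part of these genes on RNA-seq of the same cultures, the second count is not independent evidence. The called genes were Yap1, Cyr61, Amotl2, Slpi, Tnf, Csf3 and Cxcl1, all higher in EY. Krt15 was the gene added over the list alone, with a log2 fold change of -1.90 and an adjusted p of 0.0168 over all genes and 0.00549 over the list. Each EY line alone passed both thresholds against N for Krt15, at -1.22 in EY3960 (adjusted p 1.48e-04), -3.11 in EY4028 (1.71e-07) and -1.36 in EY4174 (9.78e-05). Without line EY4028, the farthest of the 3, it was called over the remaining libraries (-1.29, adjusted p 2.95e-04). In the plot of TPM per library, both libraries of each line lie close together for most of these genes.

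Among YAP target genes, Cyr61 had 71.7 ± 17.5 TPM in EY (SD, n = 6) and 12.95 ± 1.31 in N (SD, n = 4), with a log2 fold change of 2.35 ± 0.16 (SE, limma adjusted p 1.90e-06). Amotl2 rose from 7.43 ± 0.738 to 22.2 ± 4.67 TPM (log2 fold change 1.44, adjusted p 4.66e-05). Ctgf, at 2.01 ± 0.606 TPM in EY and 1.07 ± 0.501 in N, was not called. Tead4 and Cdkn2a were higher in all 6 EY libraries with fold changes of 0.93 and 0.95, both short of the threshold of 1. Cdkn2a passed it in line EY3960 (1.11) and without EY replicate 3 (1.01). Tead4 passed it with a pseudocount of 0.1 (1.04) and with the sample number as a replicate block (1.04, adjusted p 0.00495). Wwtr1 and Fat1 had fold changes of -0.07 and 0.05, each smaller than its SE, and their sign changed under some alternatives.

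Cytokines were compared next. Csf3 had 30.9 ± 16.4 TPM in EY (SD, n = 6) and 1.18 ± 0.253 in N (SD, n = 4), a log2 fold change of 3.63 ± 0.48 (SE, limma adjusted p 7.26e-04). Cxcl1 rose from 215 ± 23.2 to 803 ± 115 TPM (log2 fold change 1.89, adjusted p 9.35e-07). Tnf lay at 4.98 ± 1.88 TPM in EY and 0.263 ± 0.279 in N, with a fold change of 2.20. Cxcl2 did not differ, at 0.958 ± 0.231 TPM in EY and 1.05 ± 0.465 in N (log2 fold change -0.04, adjusted p 0.870). The receptors Cxcr2 and Csf3r stayed below the filter, with means of 0.899 and 0.0858 TPM in EY.

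Of the tumor initiating cell markers, Slpi was called, at 383 ± 244 TPM in EY (SD, n = 6) and 24.2 ± 5.73 in N (SD, n = 4), a log2 fold change of 3.73 ± 0.43 (SE, limma adjusted p 4.19e-04). Anxa3 and Eno1 had adjusted p of 0.00165 and 5.23e-04 with fold changes of 0.64 and 0.78, and Eno1 passed both thresholds in line EY4174 alone (1.04, adjusted p 1.03e-05). Klk10 (0.76, adjusted p 0.338) and Axl (0.64, adjusted p 0.222) did not pass. Without N replicate 4, Klk10 was at 1.21 (adjusted p 0.104). Pdpn was below the filter, which asks for 1 TPM in at least 4 libraries. It reached 3.15 and 2.84 TPM in line EY4028, against means of 0.0151 in EY3960, 0.0779 in EY4174 and 0.107 in N. Genes expressed in a single EY line cannot pass this filter. Axl passed both thresholds in lines EY4028 (1.13, adjusted p 3.34e-05) and EY4174 (1.11, 4.88e-05) and not in EY3960 (-0.32, 0.0486), and was called without line EY3960 (1.12, 3.12e-05). Among the EGFR and HER3 ligands, Nrg1 (0.08) and Epgn (-0.06) did not differ between groups, and Ereg had a fold change of 1.35 with an adjusted p of 0.0672. Ereg passed both thresholds in lines EY3960 (2.30, adjusted p 1.05e-04) and EY4028 (1.48, 0.00199) and not in EY4174 (0.26, 0.459), and was called without line EY4174 (1.89, 0.00217). Leaving out single libraries moved Nrg1 from 0.0361 (without N replicate 2) to 0.14 (without EY replicate 6) and Epgn to -0.27 (without N replicate 4). Tgfa and Hbegf had fold changes of 0.68 and 0.75 at adjusted p of 0.00202 and 0.00290. Of the basal cell genes, Trp63 had a fold change of -0.58 (adjusted p 0.00262) and Sox2 of -0.49 (adjusted p 0.0363). Krt14, Itga6 and Mki67 had adjusted p of 0.803, 0.459 and 0.1204. Cdkn1a and Tead1 had fold changes of 0.48 and 0.63 with adjusted p of 0.0952 and 0.0419. Without N replicate 4, Cdkn1a was at 0.21 (adjusted p 0.0644).

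**Figure D3:**
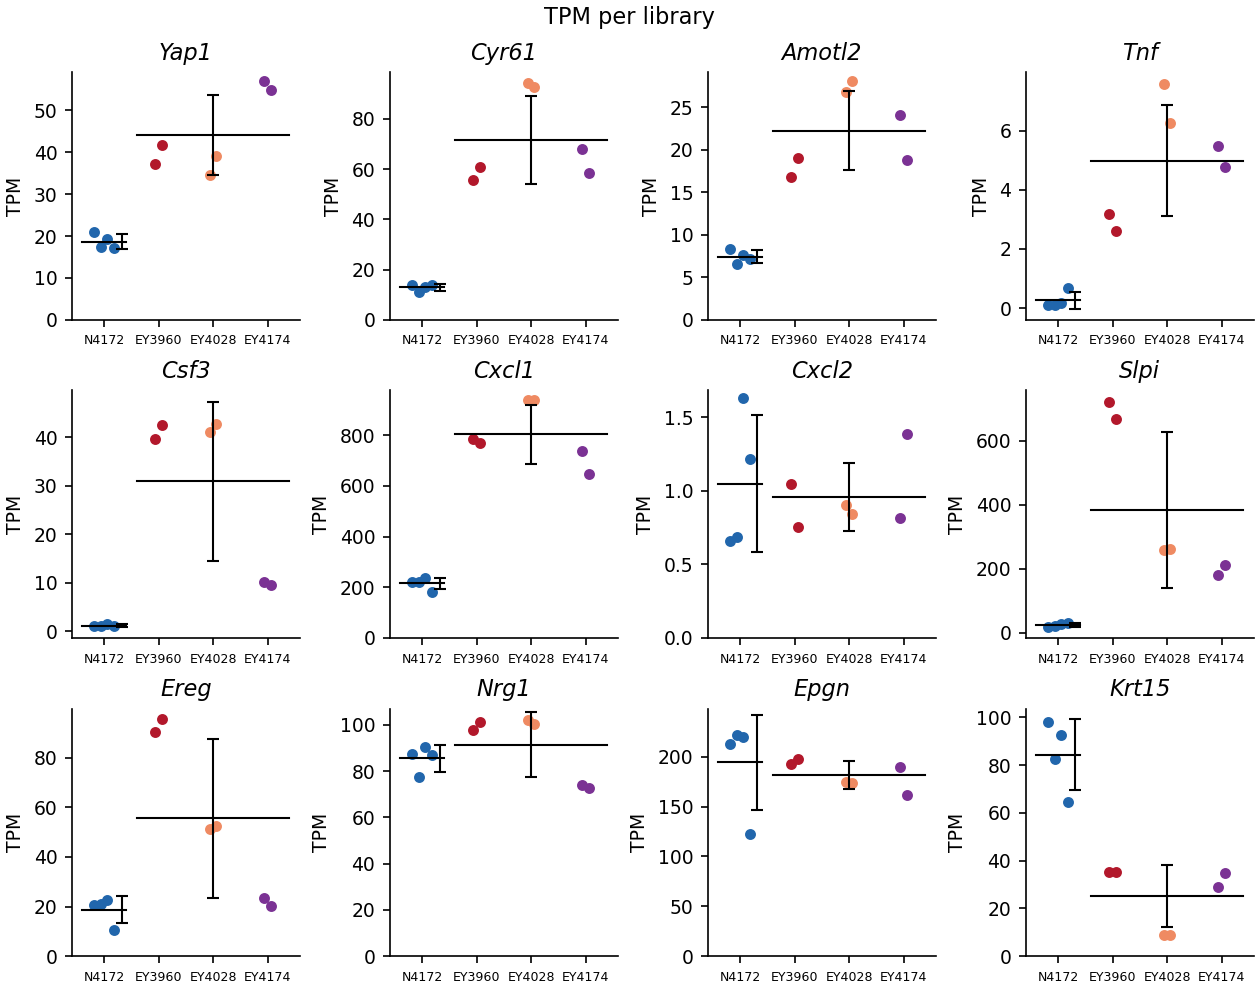
TPM of 12 genes in every library, by culture line, with blue points for N and the other colors for the 3 EY lines; horizontal lines are group means and error bars the SD (n = 6 for EY, n = 4 for N). Yap1, Cyr61, Amotl2, Tnf, Csf3, Cxcl1 and Slpi are higher in every EY library than in any N library, Cxcl2, Nrg1 and Epgn overlap between groups, and Ereg differs among EY lines.

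Of the 14 gene lists, camera called 5. Granulocyte cytokines and chemokines were higher in EY (median log2 fold change 1.36 over 13 genes, adjusted p 3.15e-04), with the members Cxcl1, Cxcl16 and Ccl20 having the smallest adjusted p. Cxcl16 had a fold change of 1.56, and Ccl20 was listed at 0 in all N libraries and at 6.05 ± 1.71 TPM in EY (SD, n = 6). Tumor initiating cell markers were higher (0.76 over 9 genes, adjusted p 0.00558), with Slpi, Eno1 and Phlda1 in front. Phlda1 had a fold change of 1.02, and fell below the threshold of 1 under 4 other scalings. YAP targets were higher (0.45 over 25 genes, 20 of them higher, adjusted p 0.00607), with Gadd45b (1.62), Cyr61 and Amotl2 in front. EGFR and HER3 ligands and receptors were higher (0.52 over 10 genes, adjusted p 0.0311). Hypoxia genes were lower (-0.25 over 29 genes, 6 of them higher, adjusted p 0.00139), with Pfkfb3 (-1.69), Pgk1 (-0.52) and Bnip3 (-1.10) in front. All 5 calls hold under fry, which called 8 lists, and 0 hold under an estimated correlation, where 0 lists had an unadjusted p under 0.05 and the lowest adjusted p was 0.440. The estimated correlation was the alternative that moved the number of lists most. Without N replicate 4, the EGFR and HER3 list had an adjusted p of 0.138 and was not called, whereas squamous differentiation (higher, 0.0171) and G2/M (lower, 0.0441) were called.

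Against N, single EY lines differed in which lists were called. The granulocyte list and the tumor initiating cell markers were called in each line. YAP targets were called in lines EY4028 (adjusted p 0.00252) and EY4174 (0.00234) and not in EY3960 (0.316). Hypoxia was called in line EY4028 alone (2.95e-07), with 0.105 in EY3960 and 0.0994 in EY4174. The EGFR and HER3 list was called in line EY4028 alone as well (0.0430), with 0.0682 in EY3960 and 0.113 in EY4174.

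The other 9 lists were not called over all EY libraries. Their camera adjusted p were 0.123 for basal progenitor identity, 0.148 for squamous differentiation, 0.166 for G2/M, 0.181 for mTORC1 signalling and for collagenases and gelatinases, 0.217 for interferon response, 0.764 for G1/S and E2F targets, 0.891 for partial EMT and 0.952 for p53 targets. Only 8 of the 30 interferon response genes and 3 of the 7 collagenases and gelatinases were tested. In single lines, squamous differentiation was called higher in line EY3960 (median log2 fold change 1.15, adjusted p 3.58e-06) and not in EY4028 (0.718) or EY4174 (lower, 0.735). mTORC1 signalling was called higher in line EY4174 (0.0117) and in no other EY line (0.697 in EY3960, 0.238 in EY4028), and it was called without line EY3960 (0.0237).

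**Figure D4:**
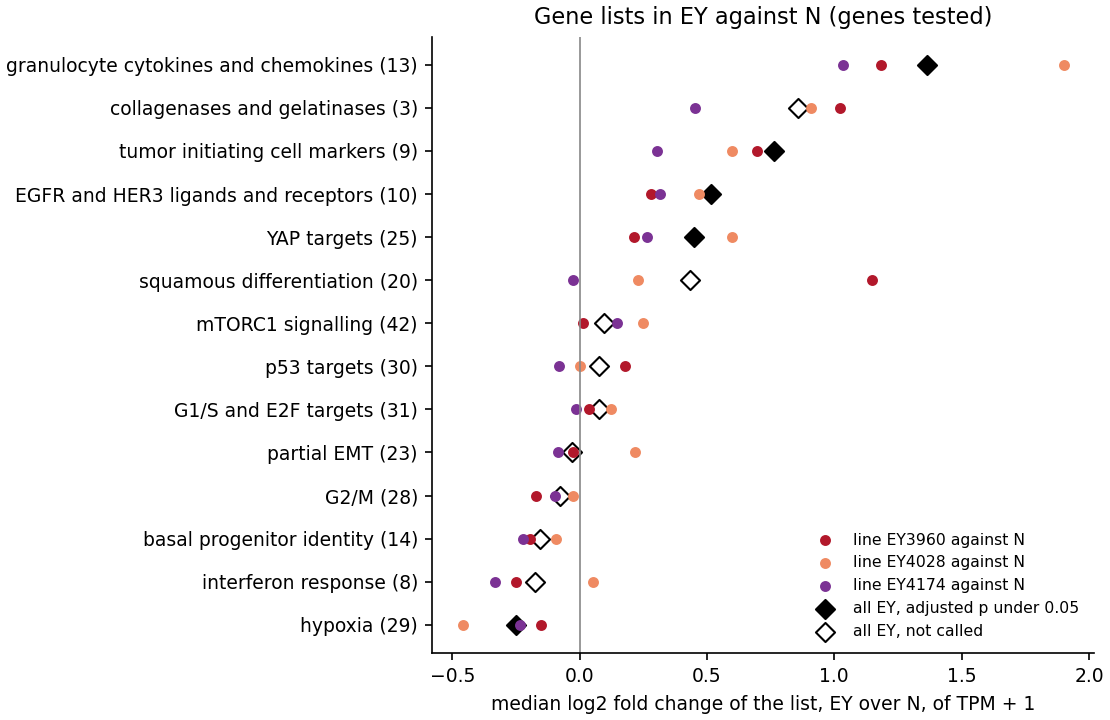
Median log2 fold change of each gene list, EY over N on TPM + 1, with the number of genes tested in parentheses. Black diamonds are the 5 lists with a camera adjusted p under 0.05 over all EY libraries, white diamonds the other 9, and colored points each EY line against N; the granulocyte cytokine list is at 1.36 and the hypoxia list at -0.25.

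Against N, 819 genes were called in line EY3960, 668 in line EY4028 and 576 in line EY4174. In all 3 lines and in the same direction, 244 genes were called, 117 of them higher and the rest lower, and 234 of these were also called between EY and N. In simulated data without a genotype effect, in which the lines differed as the EY lines do, a mean of 34.2 genes and at most 46 were called in all 3 lines. With the spread within lines alone, 0 were called. The mean correlation of the fold changes between lines, across genes, was 0.64, against 0.45 and 0.33 in these simulations. The filter of 1 TPM in every library moved the count of 244 most, to 114. With an EY line as the reference, the other 3 lines include N, and the count is of another kind. It was 95 for EY3960, 40 for EY4028 and 60 for EY4174. As 95 and 60 exceed the 46 of the simulation, single lines can lie farther apart than the simulated ones. Against N, opposite directions in 2 EY lines were called for 30 genes.

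Between the EY lines, 675 genes differed, and 73 of these were also called between EY and N. Requiring 1 TPM in every library moved this count most, to 403. The 5 genes with the smallest adjusted p were Serpina3h, Prl2c3, Eno1b, Prl2c2 and Serpina3i, all members of families of similar sequence whose reads could be divided among copies. Serpina3h averaged 211 TPM in line EY3960, 525 in line EY4028 and 1.41 in line EY4174, against 224 ± 23.7 in N (SD, n = 4), with a limma adjusted p of 1.76e-07 between lines. Prl2c3 averaged 1530 TPM in line EY3960, 571 in line EY4028 and 147 in line EY4174, against 166 ± 26.1 in N. Eno1b averaged 148 ± 16.2 TPM in N and 38.7 ± 59.8 in EY (SD, n = 6).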

Values the study reported

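The study reported 2,318 genes that differed from normal tongue epithelium only in the EY tissue, and not in tissue with either oncogene alone. It put the concordance of EY differences between primary cultures and whole epithelia at about 90%. By joining YAP binding, histone acetylation, open chromatin and expression in these cultures, it arrived at 346 genes that were activated in EY cells.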

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

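The tests in this part were chosen only after the result was seen, except the removal of GC and length trends for N replicate 4.

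N replicate 4 lay apart from the other N libraries. Among 126 groups of values examined for 1 library far from the rest, where chance gives 6.3, a library stood out in 11. All 11 were of N replicate 4. It was lower than the other N libraries for Ereg (10.5 TPM) and Epgn (123 TPM). It was higher for Anxa3 (436), Klk10 (243), Tnf (0.677), Trp63 (99.9), Ctgf (1.82), Ociad2 (105), S100a9 (5.92), Xist (0.162) and Krt19 (16.8, all in TPM). S100a9, Xist and Krt19 were named after their values were seen. Without replicate 4 the N mean was 70.8 TPM for Klk10, 0.125 for Tnf, 0.834 for S100a9, 0.0133 for Xist and 3.39 for Krt19. Over all 11630 genes, replicate 4 was the library apart in 807, against 59, 103 and 112 for replicates 1 to 3, where chance gives 145 for each.

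An exchange with an EY library is argued against. Over the 430 genes called without replicate 4, it lay 10.6% of the way from the other N libraries to EY at the median. RNA of other cell types is argued against as the source of so many differences. Of their marker genes, 1 exceeded the other N libraries by over 5 TPM (Gpnmb, 24.8 against at most 8.35). The granulocyte genes S100a9 (5.92 against at most 1.15 TPM), S100a8 (2.82 against 1.59) and Ly6g (1.26 against 0.153) were higher too. Markers of the same cells did not follow, with 0.665 TPM for Mlana (at least 1.05 in the other N libraries) and 0.343 for Cxcr2 (at least 0.575). A trace of such cells stays open. After removal of GC and length trends, replicate 4 was still the library apart in 73.3% of the genes with 1 N library apart. TPM carry no depth, so that library size is unknown. Replicate 4 had 17588 genes above 0 and 11246 with at least 1 TPM. Both lay within the range of the other N libraries (17548 to 17644 and 11172 to 11299). A difference in library size would act alike on genes of equal expression. The list shifts given next, set against random lists of equal expression, argue against it as their cause. For other genes it stays open. The squamous differentiation list had a median of 0.69 on the log2 scale in replicate 4 against the other N libraries, at percentile 100 of 10000 random lists of equal size and expression. The p53 list was lower, at -0.63 and percentile 0. Of the 14 lists, tumor initiating cell markers (percentile 99.95), partial EMT (99.91) and G2/M (0.04) lay far out as well. The shift is thus not confined to the squamous differentiation list. Whether these lists move together with differentiation was not tested. The EGFR and HER3 list was lower in replicate 4 (-0.27, percentile 0.59), and it lost its call without this library (camera adjusted p 0.138). A more differentiated culture is a candidate explanation for the squamous list. Against it, the basal progenitor list was higher as well (0.23, percentile 99.49), as was its member Trp63. Differentiation and other states of this culture cannot be told apart from a single library, and the labels give no difference between the N samples.

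Of 57 genes examined, 4 lay above all N libraries in both libraries of one EY line and below all N libraries in those of another. Serpina3h and Serpina3i had been named for their difference between lines. Among the 52 genes not named for that, 2 did so, where chance gives 0.644 if libraries are independent and more if those of a line lie together. By limma's F test between EY lines, Axl differed by up to 1.46 on the log2 scale (adjusted p 1.21e-04), Nrg1 by 0.46 (adjusted p 0.00349), Serpina3h by 7.78 (adjusted p 1.76e-07) and Serpina3i by 6.93 (adjusted p 6.93e-07). Axl was lower than N in line EY3960 (-0.32) and higher in lines EY4028 (1.13) and EY4174 (1.11). Under all other scalings tried, 4 of the 4 genes kept EY lines on both sides of N, which argues against scaling. The summed TPM of the Serpina3 genes in line EY4174 was 0.626% of the mean of the other EY lines, so that an exchange of reads among these copies does not account for their loss. For Axl and Nrg1 no such copy was examined. A difference between the animals from which the lines came stays open and was not tested, since each line stems from its own number in the labels. The comparison of EY with N averages over such lines.

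Xist, the RNA that silences an X chromosome in female cells, was present in line EY4028 at 8.35 TPM, against at most 0.162 TPM in any other library. The gene was not part of any comparison. The sum of 4 Y-linked genes in this line was 81.9% of the mean of the other libraries. Its higher library had 64.3 TPM, and the lowest library elsewhere had 66.0 TPM. Female cells mixed into a male line could give both values, but the gap in the Y-linked sum is smaller than the spread between libraries of one line. Mixed cells and Xist expression in male cells cannot be told apart here.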

How the results depend on the processing

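The number of genes called between EY and N depended most on how the line of each library was treated. The number of lists depended most on the correlation between genes, and the number of genes that differ between EY lines on the filter. Alternatives fixed before the data were examined were the replicate block, the looser adjusted p, the fits that left out a library or a line, fry and the estimated correlation. All others were chosen after seeing the data, because the planned ones needed read counts. Not run for that reason were the other count normalizations, filters on counts, the planned tests of a second count model, the count-weighted fit with a random line, the counts summed per line, the count-based test against the threshold and another prior count. A pseudocount of 0.5 stood in for the last and called the same number of lists, 5.

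EY was higher for Yap1 under every alternative, with a log2 fold change from 0.99 to 1.29. Across other scalings of the TPM, a pseudocount of 0.1, no filter, protein-coding genes alone, removal of GC and length trends and an adjusted p of 0.05, the number of called genes ranged from 367 to 552. Each fit that left out 1 library called from 341 to 445 genes, of which 164 to 242 were higher and 170 to 207 lower. Across these fits Yap1 ranged from 1.10 to 1.24, the lists called from 5 to 6, and the genes called in all 3 EY lines, over the 4 fits without an N library, from 227 to 277.

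Requiring 1 TPM in every library gave 216 called genes, 128 higher and 88 lower. Of these, 213 were among the 413. It also gave 114 genes called in all 3 EY lines and 403 that differed between EY lines. This filter removes genes near 0 in one group, so that fewer changed genes are tested. The p53 list then had an adjusted p of 0.992 and was lower in EY.

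With the line as a random block, 203 genes were called, 106 higher and 97 lower, all of them among the 413. Of the genes named here, Tcim (adjusted p 0.0414), Phlda1 (0.0513), S100a8 (0.0719) and Krt19 (0.0370) lost their call in this fit. With the mean of each line, 3 EY lines stood against 1 N line. This called 2 genes, 2 higher and 0 lower, while 1242 genes had an unadjusted p under 0.05. The called genes were Stag3 and Rpl15-ps3. Yap1 was again at 1.17, with an adjusted p of 0.209, where its adjusted p ranged from 7.05e-05 to 1 over the alternatives. That fit has 4 values per gene. The test against the threshold itself, which asks for a change beyond 1, called 46 genes, 25 higher and 21 lower, and did not call Yap1 at 1.17.

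The sample numbers 1 and 2 recur in every line, but they did not pair the libraries. The differences between sample 1 and sample 2 had correlations between -0.15 and 0.05 over the 6 pairs of lines. Sample numbers 3 and 4 occur in N alone, so that N replicates 3 and 4 had no weight in the fit with this block. With the sample number as a replicate block, 221 genes were called, 121 higher and 100 lower. Yap1 was at 1.14 with an adjusted p of 0.0137. In this fit, signs changed for Cxcl2 (0.22) and Wwtr1 (0.0301), and for the p53 list (lower, adjusted p 0.226) and the partial EMT list (higher, 0.779).

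Without line EY4174, 353 genes were called higher, and Yap1 was at 0.99. Its adjusted p remained under the threshold, at 7.05e-05, and its fold change did not. Other lines as the reference gave fewer genes called against all 3 remaining lines, with 95 for EY3960, 40 for EY4028 and 60 for EY4174. Camera called 5 lists, fry 8, and the estimated correlation 0, where 0 lists had an unadjusted p under 0.05. The EGFR and HER3 list lost its call with no filter (adjusted p 0.1197), with the replicate block (0.141), without N replicate 4 (0.138) and with the estimated correlation (0.440), and over all alternatives its adjusted p ranged from 0.0159 to 0.440. Squamous differentiation was called higher with the replicate block (0.0333), without N replicate 4 (0.0171), without line EY4028 (0.0301) and without line EY4174 (0.0313), within a range from 0.0171 to 0.999. The replicate block gives N replicate 4 no weight, so that it and the fit without that library are not independent alternatives for these lists. Fry tests a list against no change, whereas camera tests it against the other genes.

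The remaining reversals were of small values. Krt14 ranged from -0.13 to 0.0173, Epgn from -0.27 to 0.0148, Cxcl2 from -0.14 to 0.0849, Wwtr1 from -0.12 to 0.00395 and Fat1 from -0.0310 to 0.15 across the fits that each left out 1 library. The adjusted p of the p53 list ranged from 0.188 to 0.896, and that of the partial EMT list from 0.663 to 0.965, with changes of direction. Removal of GC and length trends gave 0.0711 for Epgn, 0.0614 for Cxcl2, 0.0268 for Wwtr1 and -0.0215 for Fat1, and lowered the p53 list (adjusted p 0.789). Quantile normalization lowered the G1/S list (0.963). The partial EMT list was higher under upper-quartile scaling (0.994) and under fry (0.941). Without line EY3960, Krt14 was at 0.12, the p53 list (0.542) and the squamous list (0.999) were lower and the partial EMT list was higher (0.925). Without line EY4028 Fat1 was at -0.11. Without line EY4174 Wwtr1 was at 0.0634 and the partial EMT list was higher (0.903). The cause of these reversals was not tested.

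Over all alternatives, single genes lost their call in 84 comparisons, gained one in 18 and changed direction in 18. Lists lost it in 8, gained it in 9 and changed direction in 15. The cause was not tested, other than where the construction of the alternative is stated above. Across fits that left out 1 library, Tcim lost its call in 6 of 10, S100a8 in 8 and Phlda1 in 3. As the depth is unknown, it cannot be said how many of the genes below the filter were too poorly covered.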

Other observations

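The tests in this part were chosen only after the result was seen, except the splits of the libraries, the removal of GC and length trends, the comparison of H2b sequences and the clustering of genes along chromosomes.

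Of 100 splits of the 10 libraries into 6 and 4, drawn from 210, 1 gave as many called genes as the real one, which is the real one itself. The same was true of the genes called higher (1 of 100) and lower (1 of 100). The next highest split called 195 genes. For the number of gene lists called, 15 of 100 splits gave a result as large, and 4 gave more. The number of lists called is therefore within what other groupings of these libraries give. Such splits treat libraries as independent, which those of 1 line are not. With an EY line taken alone against all other libraries, at most 88 genes were called (EY3960). This is no measure against the 413, since the group sizes differ and the other libraries then mix EY with N. With 4 lines, of which 1 is N, an effect of genotype and a difference of the N line from the others cannot be told apart.

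Bias by GC content or length is argued against as the whole cause of the calls, since 369 of the 413 called genes were called again in the same direction after the trends were removed. RNA of fibroblasts or immune cells is argued against for the genes called higher. The highest mean of their markers in EY was 0.141 TPM (Ptprc), although only 2 of the 10 markers of each cell type are in the table. This test had first counted called markers and was changed to the highest mean, as few markers could be called at all. Of the 20 markers of 5 other cell types in the table, 0 were called higher in EY. Only 2 endothelial, 1 skeletal muscle and 2 melanocyte markers averaged over 1 TPM, and 0 fibroblast or immune markers did. Most of the 20 could thus hardly be called, and no conclusion is drawn from this count. The endothelial marker Egfl7 was at 26.6 TPM in EY and 20.2 in N while Kdr stayed at 0.0107 in EY. The skeletal muscle marker Mylpf was at 8.38 TPM in EY and 9.82 in N, and Acta1 at 0.0927 in EY. The melanocyte marker Gpnmb was at 1.23 TPM in EY and 11.99 in N, and Dct at 0.166 in EY. S100a8 (15.4 ± 12.9 TPM in EY, 1.41 ± 1.04 in N) and S100a9 (22.2 ± 16.8 and 2.10 ± 2.56 TPM; SD, n = 6 and n = 4) are granulocyte markers that keratinocytes also express. The other granulocyte markers in the table were low in EY and in N. They were Cxcr2 (0.899 and 0.609 TPM), Ly6g (0.603 and 0.374) and Csf3r (0.0858 and 0.0467). How much of them a trace of granulocytes would add is not known, so that such a trace stays open as a source.

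Hist1h2bb, Hist1h2bf and Hist1h2bm lay between 21.8 and 582 TPM in EY and at most 1.84 TPM in N. Their sum averaged 705 TPM in EY and 3.19 in N. More cells in S phase would raise replication-dependent histone genes together. The other 39 had a median log2 fold change of 0.34 and 0 of them were called. Transcripts of such genes mostly lack the poly(A) tail that these libraries select for. Their levels therefore cannot decide on S phase. The log2 ratio between any pair of the 3 genes had an SD of at most 0.201 over the EY libraries, while their levels had an SD of at least 1.61. This is consistent with reads of a single H2B sequence that were divided among the 3 rows, and joint regulation would give a fixed ratio as well. The 3 are not the most alike H2b copies, since 66.2% of the other pairs were at least as alike in coding sequence. The inducible H2B-GFP reporter is a candidate source. N cells carry it too, so it would have to be silent in the cultured N cells, and its sequence was not compared with these genes. The sum did not follow Yap1, which was highest in line EY4174, where the sum was lowest (122 and 106 TPM).

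Rpl15-ps3 and Gm7993 had the highest fold changes of the called genes. Rpl15-ps3 was listed at 0 in N and at 683 TPM in EY, whereas Rpl15 itself was at 1705 ± 210 TPM in EY (SD, n = 6) and 1968 ± 79.9 TPM in N (SD, n = 4). The summed TPM of Rpl15 and its 3 copies in the table differed by 0.23 on the log2 scale between EY and N (two-sided exact permutation p 0.00476, the smallest that 210 splits can give). A different division of Rpl15 reads may account for part of the pseudogene signal, and a transcribed copy in the EY lines for another part. The lengths used for the TPM are unknown, and these cannot be told apart.

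In 43 genes, 1 EY line had at least 5 TPM and another less than 0.5 TPM in both libraries. In N, 21 of them were on and 4 were off. Among them, 32.6% were processed pseudogenes, against 2.10% of all tested genes (Fisher's exact test, two-sided, p 1.04e-13, with genes taken as independent). This is consistent with reads of parent genes that fall on copies which differ between the lines. Only 2 of the 43 lay within 5 tested genes of another, where random genes gave a mean of 1.56 (permutation p 0.554, one-sided). An earlier version that left out members of gene families gave no clustering either. A few stretches of chromosome that differ by strain are thus not visible, although single variants stay open. Eno1, which was higher in EY, has such a copy in Eno1b. Eno1b averaged 0.0844 TPM in line EY3960, 116 in line EY4028 and 0.219 in line EY4174, against 148 ± 16.2 TPM in N (SD, n = 4). The sum of both was still higher in EY by 0.55 on the log2 scale (two-sided exact permutation p 0.00476), which argues against an exchange of reads as the whole cause.

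Genes of chromosome 13 were lower in line EY4174 by a median log2 shift of -0.38 (327 genes, both libraries, -0.35 and -0.37), against -0.18 in line EY4028 and -0.09 in line EY3960. Removal of GC and length trends left -0.29, which argues against these trends as the whole cause. All 10 of 10 blocks of 30 neighbouring genes were lower, which argues against a regulated cluster. Loss of copies of the chromosome in part of the cells is a candidate explanation. It needs both libraries lowered alike, and the less lowered one had -0.35. The test as first set out asked for no such shift in the other EY lines, and there 10 of 10 blocks were lower in EY4028 and 8 of 10 in EY3960. A smaller loss in these lines or a gain in the N line would give this as well, so that it does not speak against a loss in line EY4174. A gain in the N line alone would lower all EY lines alike. The library pairs were at -0.09 and -0.09 in EY3960, -0.20 and -0.18 in EY4028, and -0.35 and -0.37 in EY4174. This argues against a gain in the N line as the whole cause of the shift in line EY4174. For the part that all EY lines share, a loss in them and a gain in the N line cannot be told apart. Of 7 chromosomes that shifted in one direction with an adjusted p under 0.05 in each of the 3 EY lines, 4, 14 and 15 were examined with 13 because of their size. The shifts were on chromosome 4 (0.14, 0.22 and 0.21 in the order EY3960, EY4028, EY4174), chromosome 14 (-0.14, -0.38 and -0.21) and chromosome 15 (0.24, 0.10 and 0.09). At least 68.8% of each of these shifts was left after removal of the trends. In every EY line, 100% of the blocks of chromosome 14 were lower and at least 82.4% of those of chromosome 4 were higher, which argues against a regulated cluster as for chromosome 13. On chromosome 15 the lowest share was 70%, in line EY4174, and copy number and regulation cannot be told apart there. A different number of copies in the EY lines and the N line is a candidate explanation for chromosomes 4 and 14, and stays open. The remaining 3 were chromosome 19 (-0.12, -0.10 and -0.0681), chromosome 9 (-0.0633, -0.0952 and -0.0617) and chromosome 7 (0.0455, 0.0458 and 0.0845). Chromosome 19 thus moved as far as chromosome 15 in line EY4028. All chromosomes other than 4, 13, 14 and 15 shifted by at most 0.128, and single N libraries by at most 0.04. A permutation of genes gave an adjusted p under 0.05 for 40 of 60 pairs of chromosome and line. Neighbouring genes are not independent, so that these p are too small. As N is a single line, a gain in EY and a loss in N give the same shift where all EY lines shift alike.

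Tissue samples and chromatin data were not analysed here, so that none of the values reported by the study has a full counterpart among those above. Its count of activated genes also required higher expression in these cultures. The 215 genes called higher here, by limma on TPM, are fewer than that count. The genes themselves were not compared.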
